A study of Mus musculus with 10 samples. Its data were reported in "The cohesin-associated protein Wapal is required for proper Polycomb-mediated gene silencing" (2016).

How the data were processed

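Gene expression was measured in mouse embryonic stem cells (ESCs) of the line CJ9, which derives from strain 129SvJ. Adherent cells were infected for 48 h with lentiviruses that carried either no hairpin (Empty Vector) or a short-hairpin RNA (shRNA) against Wapal or Smc3, in the presence of polybrene at 10 µg/mL. The medium was then replaced by ESC medium with LIF and puromycin at 4 µg/mL, and the cells were cultured for 48 h after infection. Labelled total RNA of every sample was put on 1 array of the type Mouse Genome 430 2.0 (Affymetrix). There were 5 groups (Empty Vector, Wapal shRNA1, Wapal shRNA2, Smc3 shRNA1 and Smc3 shRNA2) with 2 arrays each, 10 arrays in all, and every group came from the sample labels. The authors' labels differ elsewhere for 2 of these arrays, with Wapal shRNA1 replicate 2 and Wapal shRNA2 replicate 1 the other way round, and the Smc3 values there lie on another scale, with the labels in the same order. The labels in GEO were used, under which Wapl differed between the replicates of a Wapal shRNA by 0.11 and 0.12 in log2. The labels call the replicates biological but do not say whether they came from separate infections or cultures, so the p-values measure only the spread between these samples, which may in part be technical.

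The deposited values are intensity values per probe set on a linear scale, which the authors made from the CEL files with RMA (background correction, quantile normalization between arrays and a summary per probe set). The version of RMA and the arrays that were normalized together are not stated. The scale was read from the values: every column was positive, with a minimum of 4.06 to 4.46, a median of 38.7 to 39.7 and a maximum of 28034 to 29112. RMA gives the arrays nearly the same distribution, so a change of most genes in the same direction could not be seen in these data, and the normalization compresses differences among dim probe sets. Of 45101 probe sets, 64 Affymetrix control probe sets were left out and 45037 were tested. No filter on intensity was applied. Of the tested probe sets, 34945 carry 1 gene symbol in the platform annotation, 932 carry several and 9160 are unnamed there. Genes were named only from probe sets with 1 symbol, which cover 18193 genes. For these probe sets, 34741 gene IDs were found in the RefSeq gene table with the same symbol, 0 with another symbol and 204 were not found. The genome build of the array design is not stated, so no coordinates are given.

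Values were taken to log2 and fitted with limma 3.58.1 (lmFit and eBayes, R 4.3.3) with 1 mean per group and no covariate. Tests were two-sided, and p-values were adjusted over all 45037 probe sets by Benjamini-Hochberg, with a threshold of 0.05. Wapal depletion was the mean of both Wapal shRNA groups minus Empty Vector, fitted on the 6 arrays of these groups, and Smc3 depletion was fitted likewise on 6 arrays. Each shRNA was also compared with Empty Vector and with the other shRNA against the same gene. Wapal depletion was compared with Smc3 depletion in a fit of all 10 arrays. Errors given with log2 fold changes are standard errors (SE) from these fits. Probe sets were also picked by an unadjusted p under 0.05 for both Wapal shRNAs together and a change over 1.5-fold in the same direction with each shRNA. The 100 probe sets that rose most and the 100 that fell most with Wapal shRNA1 were followed in the other groups. All comparisons with Empty Vector share its 2 arrays. The values that unchanged groups with shared controls would give were therefore simulated 100 times from the estimated spread of each probe set, pooled over the groups and without the split of arrays described below; for the overlap of calls, as many probe sets as were called in each direction were also picked by p.

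Gene lists were tested with camera (limma) at a preset correlation between genes of 0.01, on the probe set of each gene with the highest mean, and p-values were adjusted over the 24 lists of a comparison. The lists were written from textbook knowledge: cohesin and its regulators, Polycomb subunits, Hox genes, Polycomb-silenced developmental regulators outside the Hox clusters, Polycomb-silenced signalling genes, the genes the study followed as derepressed Polycomb targets, pluripotency genes, markers of mesoderm, ectoderm, endoderm, trophectoderm, fibroblasts (feeder cells) and two-cell-like cells, immediate early and AP-1 genes, hypoxia response genes, p53 targets, interferon response genes, S phase and replication genes, G2 and mitosis genes, ribosome biogenesis genes, unfolded protein and amino acid stress response genes, imprinted genes, clustered protocadherins and replication-dependent histone genes. The followed genes, and the hypoxia, histone and immediate early lists, were chosen knowing what the study reports on these samples and are not independent evidence of a direction. No list passed the threshold in any of the 3 comparisons when camera estimated the correlation between genes from the arrays. The list medians were also set beside 10000 random lists matched on mean expression in 20 bins.

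The named genes followed a rule fixed, like the tests, lists and most alternatives, before the data were examined. It takes the targeted genes. It takes up to 8 genes each way with an adjusted p under 0.05 and a change over 1.5-fold in the same direction with each shRNA, ranked by the smaller change. It takes the genes followed by the study and its marker genes, and up to 4 members of each list. For Wapal against Smc3, each shRNA against Wapal was set beside each shRNA against Smc3. Brachyury (T) belongs to the rule but has no probe set with 1 symbol and was not analysed here. Alternatives were another set of arrays in the fit, a replicate block, quantile normalization and median centring of the arrays, filters on dim probe sets (mean log2 value under 6) and on probe sets open to cross-hybridisation, an intensity trend with a robust prior, the methods' t-test, a fold threshold of 1.5, an offset of 16 before the log, other probe sets per gene, fgsea 1.28.0, and leaving out each array in turn. A split of the arrays that is shared by the groups was found in the data, and its use as a term in the model was added after the data were seen, as was a fit with the labels of 2 Wapal arrays exchanged. The model with this term takes both shRNAs against a gene as 1 group. A difference between these shRNAs beyond the shared side then counts as spread, so a call lost there need not come from the side.

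The fits were tested on simulated arrays of 45037 probe sets, 200 of them changed. For Wapal against Empty Vector, 50 of 67 probe sets changed by 1.5-fold were recovered (74.6%), with 67 of 67 at 2-fold and 66 of 66 at 4-fold. For Smc3 against Empty Vector, 54 of 67 were recovered at 1.5-fold (80.6%), and for Wapal against Smc3, 62 of 67 (92.5%), with 100% at 2-fold and 4-fold in both. False calls made up 11 of 195, 18 of 206 and 10 of 213 calls. The simulation also held a list of 50 genes shifted by 0.3 in log2. The calls that were not false therefore need not all lie among the 200 changed probe sets. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.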

Results

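Expression was measured on 10 arrays of mouse embryonic stem cells that had received Empty Vector or an shRNA against Wapal, a factor that releases cohesin from chromatin, or against Smc3, a core subunit of the cohesin ring. Each of the 5 groups had 2 arrays: Empty Vector, Wapal shRNA1, Wapal shRNA2, Smc3 shRNA1 and Smc3 shRNA2. The median intensity was 38.7 and 38.8 on the Empty Vector arrays, 39.4 and 39.7 with Wapal shRNA1, and 39.6 and 39.7 with Wapal shRNA2. It was 38.8 and 39.2 with Smc3 shRNA1 and 38.9 and 39.4 with Smc3 shRNA2. Between 59.6% and 60.1% of the probe sets on an array lay under a log2 value of 6, where signal and background are hard to separate. The SD of the log2 difference between replicates was 0.250 for Empty Vector and 0.190 to 0.203 for the other groups. The number of arrays limits the precision of every value.

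Both targeted genes fell. The brightest probe set of Wapal (gene symbol Wapl, 1434835_at) had an intensity of 2500 and 2648 on the Empty Vector arrays, 929 and 1005 with Wapal shRNA1, and 235 and 217 with Wapal shRNA2. The brightest probe set of Smc3 (1450950_at) had 1536 and 1555 with Empty Vector and 176 to 223 on the 4 Smc3 shRNA arrays. With both Wapal shRNAs together, Wapl fell by 2.46 ± 0.10 in log2 (SE, n = 4 against 2), a loss of 81.8% (adjusted p = 0.000123). The loss was 62.5% with shRNA1 (adjusted p = 0.00221) and 91.2% with shRNA2 (adjusted p = 2.14e-05). Wapl was higher with shRNA1 than with shRNA2 by 2.10 ± 0.11 (adjusted p = 0.00153). Smc3 fell 8.01-fold with Smc3 depletion (SE of the log2 value 0.101, n = 4 against 2), a loss of 87.5% (adjusted p = 3.26e-05). Neither depletion changed the other target, with -0.07 for Smc3 in Wapal-depleted cells (adjusted p = 0.682) and 0.11 for Wapl in Smc3-depleted cells (adjusted p = 0.555). A further Wapl probe set (1434778_at) gave a loss of 79.9% and a further Smc3 probe set (1450951_at) a loss of 57.5%. The other 3 Wapl probe sets gave -0.09 (1440951_x_at), 0.02 (1442426_at) and 0.01 (1457320_at). Of these, 1440951_x_at (intensity 6.4 to 7.6) and 1457320_at (11.4 to 14.5) were dim on every array, Empty Vector included, so they could not show a knockdown. The value of 1442426_at averages 0.41 with shRNA1 and -0.36 with shRNA2, neither of which passed (adjusted p = 0.328 and 0.366).

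**Figure D1:**
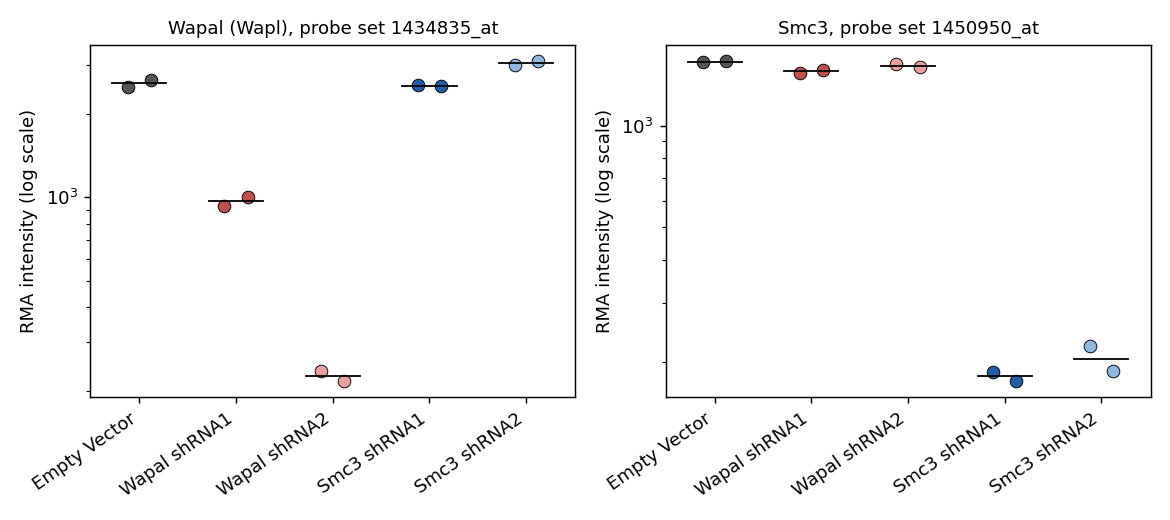
Intensity (log scale) of the brightest Wapl and Smc3 probe sets on each of the 10 arrays (points), with the geometric mean of each group (line). Wapl lies at 929 and 1005 with Wapal shRNA1 and at 235 and 217 with Wapal shRNA2, against 2500 and 2648 with Empty Vector.

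The arrays also fell into 2 sides that crossed the groups. One side held Empty Vector replicate 1, both Wapal shRNA1 arrays and both Smc3 shRNA2 arrays, and the other side held the rest. The glycolysis and hypoxia genes Ndrg1, Hk1, Aldoc and Pfkfb3, the stress genes Gadd45b and Dusp1, and the desmosome gene Dsp were higher on the side of Empty Vector replicate 2, whereas Jmjd1c, Braf, Mtss1 and Kcnq1ot1 were higher on the other. With a gap of more than 0.3 in log2 between the sides, 123 probe sets were separated, against at most 33 for any other of the 126 splits into 5 and 5 arrays. Across probe sets, which are not independent replicates, the difference between the Empty Vector arrays correlated with that between the Wapal shRNAs (r = 0.403) and with that between the Smc3 shRNAs (r = 0.307). The labels give no batch. A comparison of shRNAs against the same gene runs along this split, and only the Empty Vector arrays, 1 on each side, measure the side without an shRNA. On its brightest probe set, Wapl differed by 0.08 between them, against 2.10 between the Wapal shRNAs. It lay at -1.37 and -3.55 within the sides, so this difference belongs to the shRNAs. In the counts between shRNAs the side was not separated from the shRNA. A model with the side took both shRNAs against a gene as 1 group, so a difference between them beyond the side counted as spread. Values within each side are therefore given for the lists that passed against Empty Vector and for some genes: Wapal shRNA1 and Smc3 shRNA2 minus Empty Vector replicate 1, and Wapal shRNA2 and Smc3 shRNA1 minus Empty Vector replicate 2.

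Wapal-depleted cells were compared with Empty Vector to ask which genes depend on Wapal in stem cells kept in LIF, and whether silenced developmental genes are among them. Ranked by the smaller change of both shRNAs, the highest rises included Spink10, a member of a family of serine protease inhibitors (2.75 ± 0.16, 6.71-fold), and Gbp2b, an interferon-inducible guanylate-binding protein (2.79 ± 0.17, 6.92-fold). Adm, which encodes the secreted peptide adrenomedullin, rose by 2.47 ± 0.30 (1416077_at), Anxa2, a calcium-dependent membrane-binding protein, by 1.90 ± 0.23, and Fstl5 by 1.70 ± 0.20. Among the genes that fell most by this ranking, besides Wapl, were Msc, a repressor of the basic helix-loop-helix family (-1.74 ± 0.14), Epop, a Polycomb-associated protein of stem cells (-1.70 ± 0.16), and Cyria, a Rac1 interactor (-1.68 ± 0.09). The adhesion molecule Ceacam1 (-1.62 ± 0.09), the growth factor binding protein Igfbp7 (-1.54 ± 0.10), the ephrin receptor Epha4 (-1.53 ± 0.13) and the growth regulator Myc (-1.43 ± 0.15) fell too. The errors are SE with n = 4 against 2, and the adjusted p-values of these genes lay between 0.000675 and 0.0069. The rule of a change over 1.5-fold with each shRNA and an adjusted p under 0.05 was met by 146 genes that rose and 305 that fell. The other genes ranked highest among the rises were 3110040M04Rik (1.54 ± 0.13), 1700019A02Rik (1.26 ± 0.09) and Gm21283 (1.34 ± 0.17). All of these calls held without each of the 6 arrays in turn.

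Of the 7 genes that the study followed as derepressed Polycomb targets, 5 rose in Wapal-depleted cells. These were Lefty1, an inhibitor of Nodal signalling (1.18 ± 0.13, adjusted p = 0.00627), the neural transcription factor Sox11 (0.78 ± 0.09, adjusted p = 0.00676), and Snai2, a repressor that acts in epithelial to mesenchymal transition (0.76 ± 0.10, adjusted p = 0.0086). The patterning gene Hoxd1 (0.68 ± 0.14, adjusted p = 0.0306) and the mesenchymal transcription factor Twist1 (0.67 ± 0.11, adjusted p = 0.0192) rose as well. The glycogen-targeting subunit Ppp1r3c (0.74 ± 0.25, adjusted p = 0.123) and the AP-1 subunit Fos (0.62 ± 0.22, adjusted p = 0.132) did not pass. On other probe sets, 1 of Snai2 did not pass (1418673_at, 0.43, adjusted p = 0.0642; the call above is from 1447643_x_at, a type open to cross-hybridisation), 4 of 5 of Sox11 rose, and 1 of Ppp1r3c gave -0.00 (1425631_at). Adjusted over the list alone, all 7 rose, which is not independent evidence, since the study followed them as derepressed after Wapal depletion. As a list they were up (adjusted p = 2.28e-06), with adjusted p = 0.21 with an estimated correlation. Within the sides of the array split their median was 0.73 and 0.73, and it was 0.13 between the Empty Vector arrays. Ppp1r3c and Fos differed between the Empty Vector arrays themselves, by 1.01 and 0.90, with replicate 2 the higher. Both passed with the side of the array in the model (adjusted p = 0.0174 and 0.0127). Their size depended on the control array. Without Empty Vector replicate 2 the rises were 1.25 and 1.08, and without replicate 1 instead they were smaller than with both arrays. In log2, Empty Vector replicate 2 had 5.69 for Ppp1r3c and 7.22 for Fos. Both Wapal shRNA1 arrays lay under these values (5.30 and 5.34 for Ppp1r3c, 6.84 and 7.09 for Fos). Both Wapal shRNA2 arrays lay above them (6.31 and 6.77 for Ppp1r3c, 7.85 and 7.79 for Fos).

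The Hoxd1 call was lost without either Empty Vector array, either Wapal shRNA1 array or Wapal shRNA2 replicate 2. The change in these fits was 0.57 to 0.74. The call was also lost with quantile normalization (adjusted p = 0.0555), all 10 arrays in 1 model (0.0590) and an offset of 16 before the log (0.0607). With that offset the change was 0.34. The Twist1 call was lost without Empty Vector replicate 1 (adjusted p = 0.0901), Wapal shRNA1 replicate 1 (0.0671), Wapal shRNA1 replicate 2 (0.0667) and Wapal shRNA2 replicate 1 (0.0565).

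**Figure D2:**
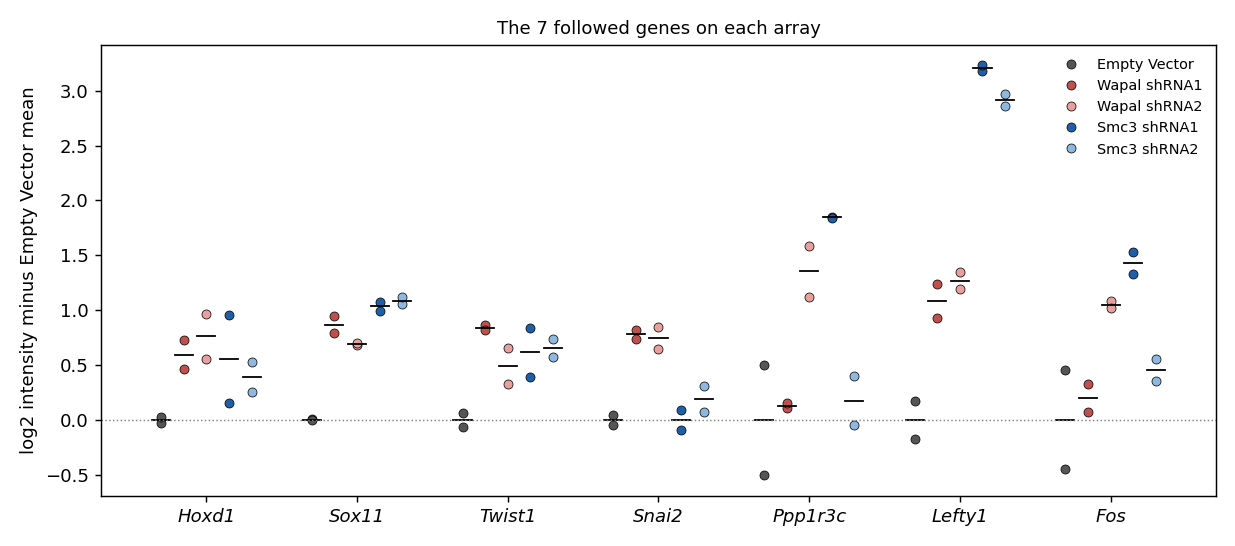
Log2 intensity of each of the 7 followed genes minus its Empty Vector mean (vertical axis), on each array (points) with the group mean (line). Lefty1 and Sox11 are higher in all 4 depleted groups than with Empty Vector, whereas Ppp1r3c and Fos differ by 1.01 and 0.90 between the Empty Vector arrays.

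Among the wider lists of genes that Polycomb silences in stem cells, few members moved one by one. Of 33 measured Hox genes, which pattern the body axis, 3 rose, 0 fell and 30 did not pass. They were Hoxd1, Hoxb9 (0.52 ± 0.12) and Hoxb13 (0.45 ± 0.10), and adjusted over the list alone there were also 3. The Hox list was up (adjusted p = 0.016, and adjusted p = 0.405 with an estimated correlation). Of 172 developmental regulators outside the Hox clusters, 3 rose and 2 fell, also adjusted over the list alone, and 128 had a positive value against 44 with a negative one. The falling members were Gli1 (-1.10 ± 0.12) and Gli2 (-1.05 ± 0.13), transcription factors of the Hedgehog pathway, and Sox11 and Snai2 were among those that rose. This list was up (adjusted p = 0.00365, and adjusted p = 0.405 with an estimated correlation). The median of the Hox genes was 0.08 and that of the other regulators 0.10. Within the sides, Hox genes had medians of 0.10 and 0.12, inside the 95% interval of random lists of like expression (upper ends 0.15 and 0.16). The other regulators had 0.11 and 0.11, at the upper end of theirs (0.11 and 0.11). The lower ends of these intervals were 0.02 and 0.03, so random lists of like expression lay above 0 as well. The 128 positive values among the other regulators are thus not by themselves evidence of a rise. Most members were dim, 29 Hox genes and 153 of the other regulators, and both calls were lost with the dim genes left out (adjusted p = 0.0522 and 0.0903) and with quantile normalization (adjusted p = 0.202 and 0.280).

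Hoxb9 and Hoxb13 passed in none of the 6 fits without an array, with adjusted p up to 0.163 and 0.114, nor with quantile normalization. Of 68 silenced signalling genes, 3 rose and 1 fell (6 and 3 adjusted over the list alone). The neurotrophin Bdnf (0.73 ± 0.09) rose with its receptor Ntrk2 (0.46 ± 0.10), and the opioid precursor Penk fell (-0.85 ± 0.12). The signalling list did not pass (adjusted p = 0.193). The call of Ntrk2 was lost without each array (adjusted p up to 0.117). Among 34 Polycomb subunits, 2 rose and 2 fell (2 and 4 adjusted over the list alone): Pcgf5 (0.67 ± 0.13) and Yaf2 (0.42 ± 0.09) rose, Epop and Cbx6 (-0.59 ± 0.11) fell, and the list did not pass (adjusted p = 0.073). Calls of Pcgf5 and Cbx6 were lost without some arrays (adjusted p up to 0.112 and 0.0845), that of Cbx6 with quantile normalization and that of Yaf2 without each array (0.119), and without Wapal shRNA1 replicate 2 the Polycomb subunits passed as a list (adjusted p = 0.0414). The genes that the study took as Polycomb-marked were not analysed here as a list.

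Part of the pluripotency network was lower in Wapal-depleted cells. Of 38 pluripotency genes, 10 fell, 2 rose and 26 did not pass (14 and 4 adjusted over the list alone), and the list was down (adjusted p = 0.00139, and adjusted p = 0.405 with an estimated correlation). The transcription factors Tbx3 (-1.05 ± 0.11), Sall1 (-0.79 ± 0.11), Klf4 (-0.76 ± 0.11) and Esrrb (-0.66 ± 0.11), which sustain the naive state, were among those that fell, and Sall4 fell by 0.52 ± 0.09. The core factors Pou5f1 (-0.02 ± 0.09, adjusted p = 0.92) and Nanog (0.03 ± 0.09, adjusted p = 0.883) and the marker Zfp42 (-0.21 ± 0.09, adjusted p = 0.21) did not pass. Within the sides the median of the list was -0.21 and -0.21, and between the Empty Vector arrays it was 0.12. The Esrrb call was lost without some arrays (adjusted p up to 0.0668) and the Sall4 call whichever array was left out (adjusted p up to 0.078), and with dim genes left out of the tested background the list did not pass (adjusted p = 0.0912).

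Every lineage list had a positive median with Wapal depletion, from 0.01 for fibroblast to 0.45 for two-cell-like markers. Only the trophectoderm and two-cell-like lists passed, and no test took the lineage lists together. Of 24 trophectoderm markers, 3 rose and 0 fell (4 and 1 adjusted over the list alone): Plet1 (0.87 ± 0.14) and the keratins Krt19 (0.63 ± 0.13) and Krt8 (0.46 ± 0.10). The list was up (adjusted p = 0.0216, and adjusted p = 0.405 with an estimated correlation), but not without Empty Vector replicate 1 (adjusted p = 0.200), with fgsea (0.0592), with quantile normalization (0.0531) or with dim genes left out (0.0702). Its median was 0.10 and 0.13 within the sides, inside the 95% interval of random lists (upper ends 0.15 and 0.14), and 0.24 between the Empty Vector arrays. The keratins had 1.27 and 1.02 with shRNA2 but -0.02 and -0.09 with shRNA1, and their calls were lost with the side in the model. Of 5 measured two-cell-like markers out of 18 listed, Usp17la (1.09 ± 0.12) and Tcstv3 (0.78 ± 0.13) rose and 0 fell, with 3 and 0 adjusted over the list alone. That list was up (adjusted p = 0.0185, and adjusted p = 0.405 with an estimated correlation) with medians of 0.15, inside that interval (upper end 0.24), and 0.50 within the sides and 0.30 between the Empty Vector arrays. It did not pass with fgsea (adjusted p = 0.0682) or with dim genes left out (0.141). Calls of Plet1, Krt19 and Tcstv3 were lost without some arrays (adjusted p up to 0.0632, 0.122 and 0.086), that of Krt8 without each array (0.134), and that of Tcstv3 also with the side in the model.

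The germ layer lists did not pass with Wapal depletion. The study's differentiation markers Cdx2 (-0.02, adjusted p = 0.928), Fgf5 (0.10, adjusted p = 0.661) and Bmp2 (-0.17, adjusted p = 0.347) did not pass either. Their brightest probe sets were dim. With Smc3 depletion these markers had -0.09, 0.07 and -0.18 and did not pass. None of 20 mesoderm markers passed (adjusted p = 0.697 for the list). Of 17 ectoderm markers the neuronal tubulin Tubb3 (-1.30 ± 0.12) and the adhesion molecule Ncam1 (-0.49 ± 0.10) fell and 0 rose (adjusted p = 0.193), with 2 and 2 adjusted over the list alone, although the list's direction was up with a median of 0.10. Of 23 endoderm markers 5 fell and 0 rose (5 and 1 adjusted over the list alone), among them the basement membrane genes Lama1 (-1.09 ± 0.12), Lamc1 (-0.64 ± 0.12) and Col4a1 (-0.63 ± 0.10). The endoderm list had a median of 0.05, a mean of -0.11 and a direction of down (adjusted p = 0.633; with fgsea 0.0280). Of 27 fibroblast markers, a list for feeder cells, 5 fell and 1 rose (5 and 3 adjusted over the list alone). Pdgfrb (-0.68 ± 0.14) and Thy1 (-0.65 ± 0.11) were among the former. The fibroblast list had a median of 0.01, a mean of -0.01 and a direction of up (adjusted p = 0.89). The Ncam1 call was lost without each array (adjusted p up to 0.109) and with the side in the model. Calls of Lamc1, Col4a1, Pdgfrb and Thy1 were lost without some arrays (adjusted p up to 0.0801, 0.0543, 0.0972 and 0.0695), and that of Lamc1 with quantile normalization.

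Ribosome biogenesis and S phase genes were lower as lists. Of 54 ribosome biogenesis genes 8 fell and 0 rose (22 and 0 adjusted over the list alone), and the list was down (adjusted p = 3.32e-08, and adjusted p = 0.202 with an estimated correlation). Polr1e, a subunit of RNA polymerase I, fell by 0.80 ± 0.10 and the nucleolar protein Noc4l by 0.73 ± 0.11. Of 46 S phase genes 5 fell and 0 rose (6 and 0 adjusted over the list alone), and that list was down (adjusted p = 1.70e-05, and adjusted p = 0.405 with an estimated correlation). Cdc6, which loads the replicative helicase, fell by 0.86 ± 0.09 and the polymerase subunit Pola2 by 0.62 ± 0.11. Within the sides the medians were -0.25 and -0.14 for ribosome biogenesis and -0.20 and -0.19 for S phase. Calls of Noc4l and Pola2 were lost without some arrays (adjusted p up to 0.0582 and 0.0793).

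Of 50 hypoxia response genes, 9 rose and 1 fell in Wapal-depleted cells (21 and 1 adjusted over the list alone). Adm rose on its brightest probe set (1447839_x_at, 1.63 ± 0.17; 1.05 and 2.21 within the sides), with Anxa2, the cyclin relative Ccng2 (1.36 ± 0.22) and the mitophagy receptor Bnip3 (1.27 ± 0.28). Bnip3 differed by 1.21 between the Empty Vector arrays themselves, and its rise was 1.42 and 1.13 within the sides. The list was up (adjusted p = 2.43e-07, and adjusted p = 0.466 with an estimated correlation), with medians of 0.34 and 0.34 within the sides and 0.39 between the Empty Vector arrays. Of 35 immediate early genes 5 rose and 1 fell (7 and 2 adjusted over the list alone): Ier5 (1.08 ± 0.15), the helix-loop-helix inhibitor Id1 (0.93 ± 0.12) and Gadd45g (0.66 ± 0.09) rose, and Myc fell. That list was up (adjusted p = 0.0216, and adjusted p = 0.466 with an estimated correlation), but not without Empty Vector replicate 1 (adjusted p = 0.109), with medians of 0.10 and 0.21 within the sides and 0.15 between the Empty Vector arrays. Of 7 measured replication-dependent histone genes, H2bc22 (0.80 ± 0.10), H2bc18 (0.68 ± 0.10) and H2ac19 (0.59 ± 0.09) rose and 0 fell (5 and 0 adjusted over the list alone). The probe sets of H2bc22 (1427762_x_at) and H2ac19 (1418367_x_at) are of a type open to cross-hybridisation, and 3 of the 7 genes were dim. The histone list was up (adjusted p = 0.00139, and adjusted p = 0.405 with an estimated correlation), with medians of 0.51 and 0.60 within the sides and -0.07 between the Empty Vector arrays. The hypoxia, immediate early and histone lists were chosen knowing what the study reports, so they are not independent evidence of a direction. Calls of Ccng2, Bnip3, Gadd45g and H2ac19 were lost without some arrays (adjusted p up to 0.063, 0.123, 0.0514 and 0.0693).

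The remaining lists did not pass with Wapal depletion. Cohesin and its regulators had 1 rise and 2 falls among 22 genes (2 and 2 adjusted over the list alone), which were Stag2 (0.39 ± 0.09), Hdac8 (-0.56 ± 0.13) and Wapl itself, with a median of 0.01, a mean of -0.09 and a direction of down (adjusted p = 0.89). Rad21 (0.01 ± 0.09) and the insulator protein Ctcf (-0.07 ± 0.09) did not pass. Of 35 p53 targets 1 rose and 4 fell (adjusted p = 0.187; 0.0401 without Empty Vector replicate 1), of 37 interferon genes 3 rose and 2 fell (adjusted p = 0.317), and of 42 G2 and mitosis genes 0 passed (adjusted p = 0.136). The G2 list passed as up with quantile normalization (adjusted p = 0.0108) and with dim genes left out (0.00801). Of 45 unfolded protein and amino acid stress genes 0 rose and 3 fell (adjusted p = 0.192; 0.0449 without Empty Vector replicate 1), of 41 imprinted genes 1 rose and 2 fell (adjusted p = 0.713), and none of 23 clustered protocadherins passed (adjusted p = 0.193). Adjusted over the list alone, rises and falls were 2 and 5 for p53 targets, 5 and 3 for interferon genes, 0 and 3 for the stress genes and 1 and 2 for imprinted genes. Gbp2, an interferon-inducible relative of Gbp2b, rose by 1.87 ± 0.13. The imprinted cell cycle inhibitor Cdkn1c rose by 0.78 ± 0.10, and Plagl1, an imprinted zinc finger gene, fell by 0.94 ± 0.13. The calls of Stag2 and Hdac8 were lost whichever array was left out (adjusted p up to 0.16 and 0.135), that of Hdac8 also with quantile normalization and with the side in the model and that of Stag2 with median centring, and that of Cdkn1c without Empty Vector replicate 1 (adjusted p = 0.0505).

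**Figure D3:**
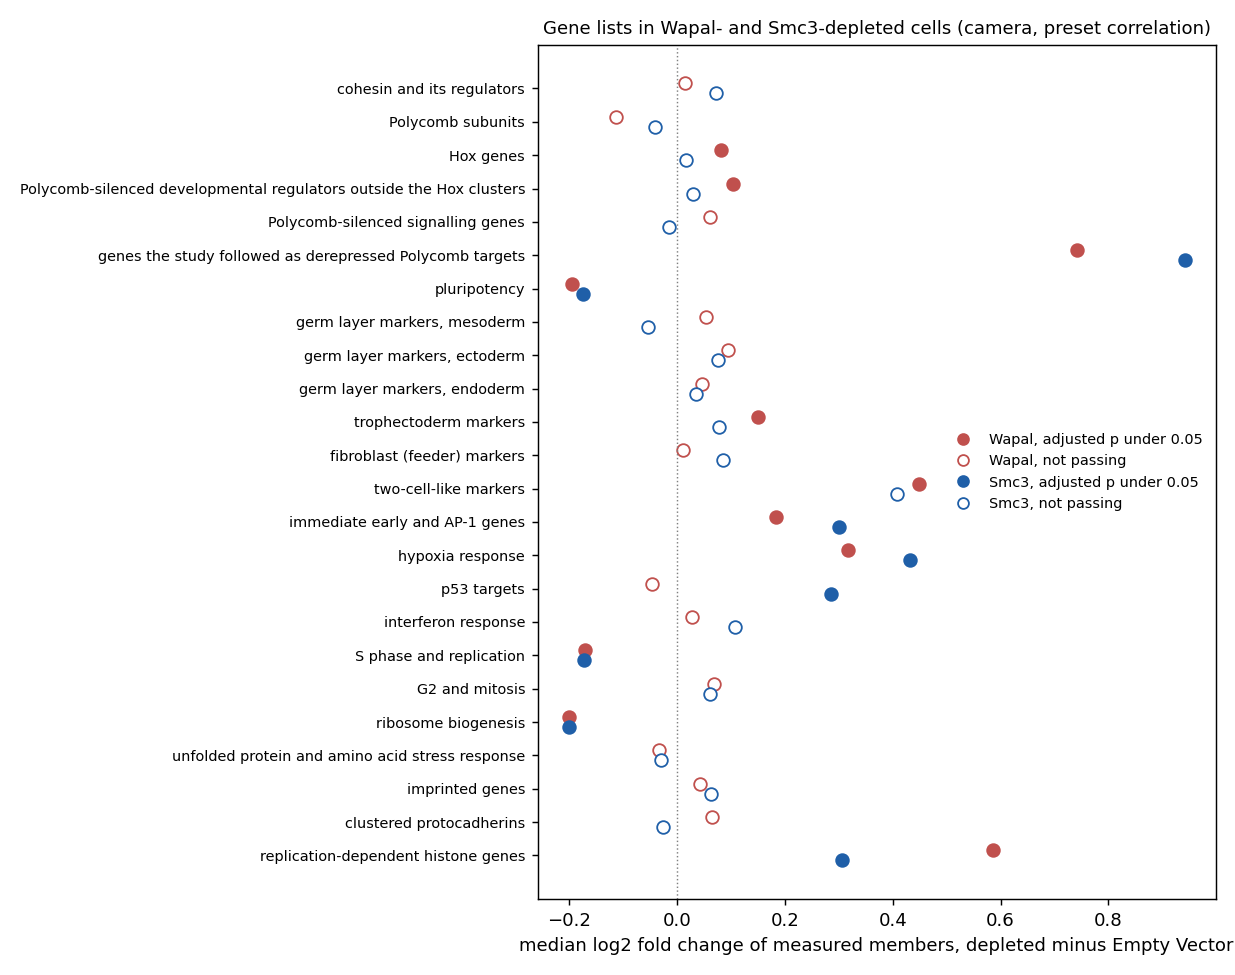
Median log2 fold change of the measured members of each of the 24 gene lists against Empty Vector (horizontal axis), with Wapal depletion in red and Smc3 depletion in blue, filled where the list passed at the preset correlation. The hypoxia list lies at 0.32 and 0.43, and the followed genes at 0.74 and 0.94.

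**Figure D4:**
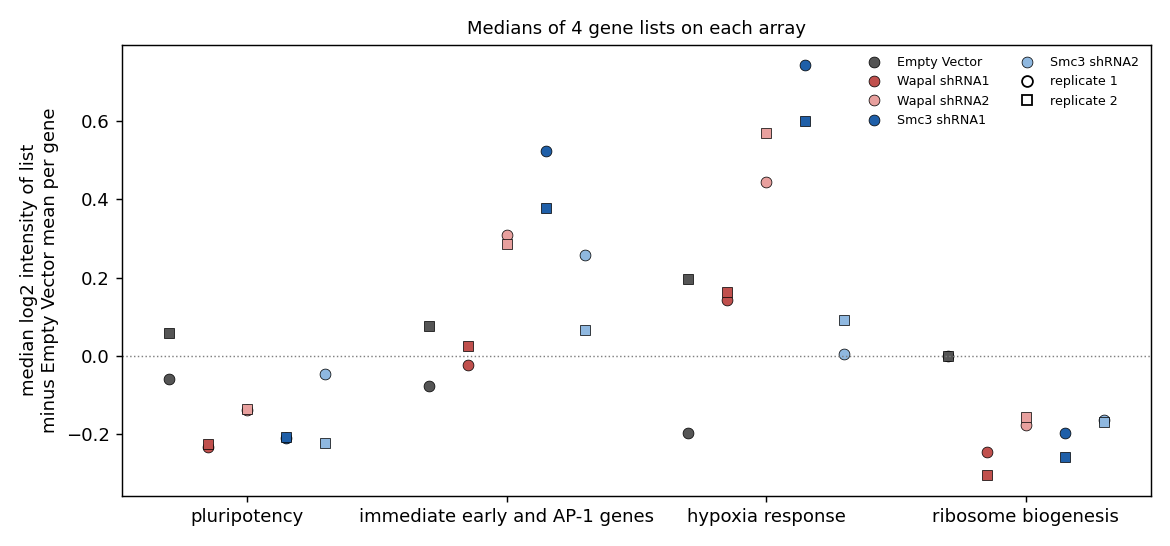
Median log2 intensity of 4 gene lists on each of the 10 arrays (points, shaped by replicate), each gene minus its Empty Vector mean. The hypoxia list differs by 0.39 between the Empty Vector arrays and is lower on both Wapal shRNA1 and both Smc3 shRNA2 arrays than on the other depleted arrays.

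Over all probe sets, 2661 of 45037 (5.91%) changed with Wapal depletion, 937 up and 1724 down, so 35.2% of calls were rises, against 46.2% with quantile normalization and 25.4% with median centring of the arrays. These calls covered 607 genes that rose, 1297 that fell and 9 with probe sets both ways. The count fell to 558 without Empty Vector replicate 1, 683 without Wapal shRNA1 replicate 1, 615 without Wapal shRNA1 replicate 2, 633 without Wapal shRNA2 replicate 1 and 496 without Wapal shRNA2 replicate 2. With the side of the array in the model it was 3343. By an unadjusted p under 0.05 for both Wapal shRNAs together, 611 probe sets changed over 1.5-fold with each Wapal shRNA, 216 up (154 genes) and 395 down (310 genes). Groups without a change but with shared controls gave 2.92 in simulation. Without Empty Vector replicate 2 the selection held 1168.

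Singly, Wapal shRNA1 changed 2084 probe sets (614 up, 1470 down) and Wapal shRNA2 changed 1690 (718 up, 972 down). The share of rises was 29.5% for shRNA1 (41.7% with quantile normalization, 22.8% with median centring) and 42.5% for shRNA2 (53.3% with quantile normalization, 31.8% with median centring). The shRNA1 count was 908 without Empty Vector replicate 2, 91 and 49 without shRNA1 replicates 1 and 2, and 842 without either shRNA2 array. The shRNA2 count was 315 and 3452 without Empty Vector replicates 1 and 2, 619 without either shRNA1 array, and 26 and 17 without shRNA2 replicates 1 and 2. Between the Wapal shRNAs 498 probe sets differed, 177 higher with shRNA1 and 321 higher with shRNA2. This count was 1738 without either Empty Vector array and 0, 2, 2 and 0 without shRNA1 replicates 1 and 2 and shRNA2 replicates 1 and 2.

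Smc3-depleted cells were compared with Empty Vector to ask what loss of the cohesin ring itself does. Lefty1 rose by 3.06 ± 0.11 (8.35-fold; SE, n = 4 against 2), the heparan sulfate sulfotransferase Hs6st2 by 3.42 ± 0.17 (10.7-fold) and Lef1, a transcription factor of the Wnt pathway, by 2.38 ± 0.09. Gbp2b rose by 4.16 ± 0.25, Adm by 3.42 ± 0.36 (1416077_at), the secreted epidermal protein Dmkn by 2.36 ± 0.10, the growth factor carrier Fgfbp1 by 2.01 ± 0.17 and Gm364 by 1.92 ± 0.14. Among the genes that fell most by the same ranking, besides Smc3, were Inhbb, a subunit of activin B (-2.88 ± 0.14, 7.36-fold), Epha4 (1429021_at, -2.31 ± 0.13), Ceacam1 (-2.30 ± 0.14) and the Ras relative Mras (-1.82 ± 0.13). Btbd11 (-1.82 ± 0.14), the motor protein Myo1f (-1.78 ± 0.09) and the glutathione transferase Gsta3 (-1.65 ± 0.09) fell too. Their adjusted p-values lay between 3.26e-05 and 0.00161, and all calls held without each array in turn. In all, 320 genes that rose and 258 that fell met the rule for both shRNAs.

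Of the 7 followed genes, 5 rose in Smc3-depleted cells, with 5 adjusted over the list alone, a list followed for its derepression after Wapal depletion and tested against the same Empty Vector arrays, so not independent evidence. Besides Lefty1 they were Sox11 (1.06 ± 0.09, adjusted p = 0.00056), Twist1 (0.64 ± 0.13, adjusted p = 0.0255), Ppp1r3c (1.01 ± 0.25, adjusted p = 0.0452) and Fos (0.94 ± 0.22, adjusted p = 0.0357). Hoxd1 (0.47 ± 0.20, adjusted p = 0.219; 0.0299 without Smc3 shRNA1 replicate 2) and Snai2 (0.10 ± 0.11, adjusted p = 0.687) did not pass. The list was up (adjusted p = 1.42e-05, and adjusted p = 0.453 with an estimated correlation), with medians of 0.72 and 0.98 within the sides. Ppp1r3c had 0.68 and 1.34 within the sides and Fos 0.90 and 0.98. The Twist1, Ppp1r3c and Fos calls were lost without Empty Vector replicate 1, where the changes were 0.57, 0.51 and 0.49. They were also lost without some other arrays, with changes of 0.53 to 0.68, 0.90 to 1.12 and 0.89 to 0.99. With an offset of 16 before the log the same calls were lost as well (adjusted p = 0.0518, 0.0606 and 0.0592).

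Hox genes, the other developmental regulators and the silenced signalling genes did not pass as lists with Smc3 depletion (adjusted p = 0.865 for each). Of 33 Hox genes 1 rose and 1 fell, with the same counts adjusted over the list alone: Hoxb13 (1.41 ± 0.11) and Hoxd13 (-0.51 ± 0.09). Of 172 other regulators 5 rose and 5 fell (4 and 5 adjusted over the list alone), among them the homeobox gene Gbx2 (-1.55 ± 0.18) and the mesoderm regulator Tcf15 (-1.25 ± 0.10). Of 68 signalling genes 8 rose and 4 fell, with the same counts adjusted over the list alone, and the list had a median of -0.01, a mean of 0.07 and a direction of up. The Nodal inhibitor Lefty2 (1.61 ± 0.16) and the cell cycle inhibitor Cdkn2b (1.19 ± 0.13) rose and the activin antagonist Fst fell (-1.18 ± 0.11). Polycomb subunits had 3 rises and 2 falls among 34 genes (6 and 6 adjusted over the list alone), with Cbx6 at -1.03 ± 0.10 and Epop at -0.96 ± 0.12 (adjusted p = 0.471 for the list). The Hoxd13 call was lost without some arrays (adjusted p up to 0.0614).

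The pluripotency list was down with Smc3 depletion (adjusted p = 0.00647, and adjusted p = 0.755 with an estimated correlation). Of 38 genes 11 fell, 6 rose and 21 did not pass (15 and 9 adjusted over the list alone). Prdm14 (-1.57 ± 0.11), Tbx3 (-1.32 ± 0.14), Tfcp2l1 (-0.95 ± 0.14) and Nanog (-0.71 ± 0.09, adjusted p = 0.00297; -0.90 and -0.53 within the sides), all regulators of the naive state, fell, as did Zfp42 (-0.44 ± 0.10, adjusted p = 0.0282). Pou5f1 (-0.16 ± 0.09, adjusted p = 0.328) and Sall4 (-0.28 ± 0.11, adjusted p = 0.17) did not pass. Within the sides the median was -0.10, inside the 95% interval of random lists of like expression (lower end -0.10), and -0.29, and without Empty Vector replicate 2 the list did not pass (adjusted p = 0.0537). The Zfp42 call was lost without some arrays (adjusted p up to 0.119).

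Among lineage markers with Smc3 depletion, 3 of 17 ectoderm genes rose and 2 fell, with the same counts adjusted over the list alone (adjusted p = 0.42 for the list). Pou3f1 (1.63 ± 0.11) and Otx2 (1.37 ± 0.10), transcription factors of the epiblast and neural plate, rose, and Tubb3 fell (-1.10 ± 0.13). Of 24 trophectoderm markers 1 rose and 3 fell (3 and 3 adjusted over the list alone), among them Krt19 (1.12 ± 0.17), Tfap2c (-1.90 ± 0.20) and the ligand Bmp4 (-0.86 ± 0.12), and the list did not pass (adjusted p = 0.786). Krt19 had 2.62 with shRNA1 and -0.38 with shRNA2 and lost its call with the side in the model. That model takes both shRNAs as a single group, so their difference beyond the side counts as spread. None of 20 mesoderm markers passed (adjusted p = 0.09; 0.0349 without Empty Vector replicate 1). Of 23 endoderm markers 4 rose and 0 fell (5 and 3 adjusted over the list alone; adjusted p = 0.435), including the endocytic receptor Cubn (0.85 ± 0.11). Of 27 fibroblast markers 4 rose and 2 fell (6 and 2 adjusted over the list alone; adjusted p = 0.198), with Thy1 at -0.92 ± 0.10, and of 5 two-cell-like markers 2 rose and 0 fell (3 and 1 adjusted over the list alone; adjusted p = 0.26).

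p53 targets were higher in Smc3-depleted cells. Of 35 genes 13 rose, 0 fell and 22 did not pass (19 and 2 adjusted over the list alone), and the list was up (adjusted p = 1.20e-05, and adjusted p = 0.453 with an estimated correlation). The peptide transporter Tap1 (1.07 ± 0.11), the death receptor Fas (1.04 ± 0.15), the epoxide hydrolase Ephx1 (0.76 ± 0.12) and the kinase Plk2 (0.67 ± 0.11) were among them. Within the sides the medians were 0.30 and 0.35, and 0.08 between the Empty Vector arrays. Of 37 interferon response genes 11 rose and 2 fell (12 and 4 adjusted over the list alone), with Gbp2 at 3.56 ± 0.16, Gbp3 at 2.05 ± 0.13 and the antiviral tetherin gene Bst2 at 1.55 ± 0.10. The interferon list did not pass (adjusted p = 0.087), but did with fgsea (0.00589), with the mean of all probe sets (0.0463) and without Empty Vector replicate 1 (0.0161).

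Hypoxia genes were higher too, with 14 rises and 0 falls among 50 (24 and 0 adjusted over the list alone; adjusted p = 1.72e-07, and adjusted p = 0.554 with an estimated correlation). Adm (1447839_x_at, 2.08 ± 0.21; 0.99 and 3.16 within the sides), Anxa2 (1.95 ± 0.25) and the secreted glycoprotein Stc2 (1.79 ± 0.29) rose, and the medians within the sides were 0.33 and 0.56. Of 35 immediate early genes 11 rose and 3 fell (17 and 4 adjusted over the list alone; adjusted p = 0.00055, and adjusted p = 0.554 with an estimated correlation), with medians of 0.20 and 0.35 within the sides. The mRNA-destabilizing protein Zfp36 (1.25 ± 0.13), Gadd45g (1.24 ± 0.10) and the phosphatase Dusp4 (1.24 ± 0.12) rose and Myc fell (-1.48 ± 0.13), and Dusp4 lost its call with the side in the model. Of 7 histone genes 3 rose and 0 fell (4 and 0 adjusted over the list alone; adjusted p = 0.00629, and adjusted p = 0.453 with an estimated correlation), with H2bc18 at 0.50 ± 0.11, and the list did not pass with dim genes left out (adjusted p = 0.162). Its medians within the sides were 0.48 and 0.37. The calls of H2bc22 and H3c11 were lost whichever array was left out, and that of H2bc18 without some arrays. As with Wapal, the hypoxia, immediate early and histone lists are not independent evidence.

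The S phase and ribosome biogenesis lists were down with Smc3 depletion. Of 46 S phase genes 7 fell and 0 rose (13 and 0 adjusted over the list alone; adjusted p = 4.93e-08, and adjusted p = 0.453 with an estimated correlation), with Cdc6 at -0.85 ± 0.11 and the cyclin Ccne1 at -0.50 ± 0.09. Of 54 ribosome biogenesis genes 5 fell and 0 rose (14 and 0 adjusted over the list alone; adjusted p = 3.22e-08, and adjusted p = 0.453 with an estimated correlation), with Noc3l at -0.64 ± 0.11. Within the sides the medians were -0.04, inside the 95% interval of random lists (-0.10 to 0.06), and -0.28 for S phase and -0.16 and -0.24 for ribosome biogenesis, and between the Empty Vector arrays 0.10 and -0.00. Cohesin and its regulators had 3 rises and 1 fall among 22 genes (5 and 1 adjusted over the list alone; adjusted p = 0.318). The cohesin subunit Stag2 (0.82 ± 0.09) and the meiotic subunits Smc1b (0.96 ± 0.18) and Stag3 (0.67 ± 0.11) rose, and Rad21 (-0.15 ± 0.09) and Ctcf (-0.09 ± 0.09) did not pass. The stress response list had 2 rises and 4 falls among 45 genes (4 and 8 adjusted over the list alone; adjusted p = 0.313). The imprinted list had 10 rises and 2 falls among 41 (10 and 4 adjusted over the list alone; adjusted p = 0.129; 0.00574 with dim genes left out), with Cdkn1c at 0.94 ± 0.12 and Phlda2 at 0.83 ± 0.13. None of 42 G2 and mitosis genes (adjusted p = 0.42) and none of 23 protocadherins (adjusted p = 0.838) passed. Calls of Ccne1, Noc3l, Smc1b and Stag3 were lost without some arrays (adjusted p up to 0.0561, 0.0554, 0.0792 and 0.0624), and that of Stag3 also with the side in the model.

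Over all probe sets, 3434 (7.62%) changed with Smc3 depletion, 1900 up and 1534 down, which covered 1322 genes that rose, 990 that fell and 3 both ways. The count was 1705 without Empty Vector replicate 1, 1821 and 1818 without Smc3 shRNA1 replicates 1 and 2, 1822 and 1534 without Smc3 shRNA2 replicates 1 and 2, and 2708 with the side of the array in the model. Smc3 shRNA1 changed 3913 probe sets (2328 up, 1585 down) and Smc3 shRNA2 changed 3444 (1721 up, 1723 down). The shRNA1 count was 2022 without Empty Vector replicate 1, 1069 and 1258 without shRNA1 replicates 1 and 2, and 2566 without either shRNA2 array, and the shRNA2 count was 821 and 658 without shRNA2 replicates 1 and 2. Between the Smc3 shRNAs 4454 probe sets differed, 2635 higher with shRNA1 and 1819 higher with shRNA2. Without shRNA1 replicates 1 and 2 and shRNA2 replicates 1 and 2 this count was 1002, 1466, 838 and 1136.

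Wapal depletion was then set against Smc3 depletion directly, to ask where loss of a cohesin release factor and loss of cohesin differ, with n = 4 arrays each. Inhbb (1.95 ± 0.11), Mras (2.83-fold), Fstl5 (1.76 ± 0.17), Fam43a (1.67 ± 0.07), the muscle fusion factor Mymx (1.17 ± 0.08), Gsta3 (1.15 ± 0.08) and Spink10 (1.16 ± 0.13) were higher in Wapal-depleted cells. Lefty1 (-1.88 ± 0.10), Hs6st2 (-2.40 ± 0.16), Glod5 (-2.28 ± 0.09), Plcxd1 (-1.81 ± 0.07), Dmkn (-1.83 ± 0.10), Gm364 (-1.79 ± 0.13) and the peroxisome biogenesis factor Pex6 (-1.54 ± 0.09) were lower there than in Smc3-depleted cells. Their adjusted p was at most 0.000318, and all of these calls held without each array in turn. Smc3 itself (2.93 ± 0.07) and Wapl (-2.57 ± 0.07) differed as targeted. The rule was met by 51 genes that were higher and 201 that were lower.

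p53 targets differed most as a list: 23 of 35 were lower in Wapal-depleted than in Smc3-depleted cells and 1 was higher, also adjusted over the list alone (adjusted p = 8.28e-08, and adjusted p = 0.437 with an estimated correlation). Examples were Zmat3 (-1.04 ± 0.09), Tap1 (-0.91 ± 0.08), the membrane protein Perp (-0.85 ± 0.08) and Fas (-0.80 ± 0.13). Developmental regulators outside the Hox clusters were higher, 17 of 172 against 4 lower (12 and 3 adjusted over the list alone; adjusted p = 0.0139, and adjusted p = 0.437 with an estimated correlation). Gbx2 (0.98 ± 0.14), Tcf15 (0.86 ± 0.08) and Snai2 (0.67 ± 0.09) were among the former, whereas Gli1 was lower (-1.59 ± 0.10). This call was lost with quantile normalization (adjusted p = 0.236), with dim genes left out (0.0906), without Wapal shRNA1 replicate 2 (0.0552) and without Smc3 shRNA1 replicate 1 (0.0599). Of 33 Hox genes 5 were higher and 1 lower, with the same counts adjusted over the list alone (adjusted p = 0.121), with Hoxb13 at -0.95 ± 0.09 and Hoxd13 at 0.61 ± 0.08.

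Of the 7 followed genes 1 was higher (Snai2) and 2 were lower (Lefty1, and Sox11 at -0.28 ± 0.07), also adjusted over the list alone, and the list did not pass (adjusted p = 0.458). The Sox11 call was lost without some arrays (adjusted p up to 0.0732) and with quantile normalization. Of 38 pluripotency genes 7 were higher and 6 lower (8 and 10 adjusted over the list alone), with Nanog at 0.74 ± 0.07, Prdm14 at 1.05 ± 0.09 and the DNA methyltransferase Dnmt3b at -0.84 ± 0.08. That list had a median of 0.01, a mean of -0.02 and a direction of up (adjusted p = 0.907). The ectoderm factors Pou3f1 (-1.12 ± 0.12) and Otx2 (-0.99 ± 0.07), the interferon genes Gbp2 (-1.70 ± 0.13) and Gbp3 (-1.43 ± 0.13), the immediate early gene Egr1 (-1.03 ± 0.12) and the imprinted receptor Igf2r (-0.98 ± 0.13) were lower with Wapal than with Smc3 depletion.

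The other lists of this comparison did not pass. Higher and lower members were 2 and 9 of 22 for cohesin (adjusted p = 0.231), 3 and 6 of 34 for Polycomb subunits (0.338), 7 and 8 of 68 for signalling genes (0.338), 2 and 0 of 20 for mesoderm (0.104; 0.0298 without Wapal shRNA1 replicate 1) and 0 and 2 of 17 for ectoderm (0.8). They were 2 and 10 of 23 for endoderm (0.169; 0.0252 with dim genes left out), 4 and 1 of 24 for trophectoderm (0.128), 1 and 6 of 27 for fibroblast markers (0.469) and 3 and 1 of 5 for two-cell-like markers (0.169). For stress lists they were 6 and 13 of 35 immediate early genes (0.244), 4 and 10 of 50 hypoxia genes (0.261), 3 and 11 of 37 interferon genes (0.169) and 5 and 8 of 45 unfolded protein genes (0.841). The rest were 10 and 4 of 46 S phase genes (0.338), 4 and 1 of 42 G2 genes (0.665), 6 and 9 of 54 ribosome biogenesis genes (0.873), 1 and 9 of 41 imprinted genes (0.181), 0 and 0 of 23 protocadherins (0.233) and 2 and 0 of 7 histone genes (0.233). The ectoderm list had a median of 0.03, a mean of -0.09 and a direction of down, and the G2 list a median of -0.00, a mean of 0.01 and a direction of up. Over all probe sets, 7820 (17.4%) differed, 3022 higher and 4798 lower with Wapal depletion. The share of higher ones was 38.6%, against 45.9% with quantile normalization and 31.9% with median centring of the arrays. The count was 4968 without Smc3 shRNA1 replicate 1, 4985 without Smc3 shRNA2 replicate 1 and 5472 with the side of the array in the model.

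The same genes were then followed across both depletions. Of the 100 probe sets that rose most and the 100 that fell most with Wapal shRNA1, 97% moved the same way with Wapal shRNA2 and 93% with Smc3 depletion. Unchanged groups that share the Empty Vector arrays gave 92.4% and 95.8% in simulation. Of the 937 probe sets that rose with Wapal depletion 428 also rose with Smc3 depletion, and 6 fell. Of the 1724 that fell, 522 also fell and 32 rose. Independent calls would share 39.5 and 58.7. Unchanged groups with shared controls shared 0 calls in simulation, but 430 and 569 when as many probe sets were picked by p, so the overlap alone does not show a shared effect. Across probe sets, which are not independent replicates, the log2 fold changes of both depletions correlated with r = 0.550, against 0.667 in simulation, and with r = 0.687 without Empty Vector replicate 2. Their covariance was 0.0358 against 0.00893 in simulation, a difference of 0.0268. With a separate Empty Vector array for each depletion r was 0.296 and 0.212 and the covariance 0.0230 and 0.0174, and these pairings set the sides of the array split against each other. With separate arrays the share moving the same way was 98% and 78.5% for Wapal shRNA2, and for Smc3 depletion 90% and 80%, the latter with Empty Vector replicate 2 for Wapal shRNA1. The simulated 92.4% and 95.8% hold for shared arrays only and are no measure for these shares. Unchanged groups with separate arrays were not simulated.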

Values the study reported

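For its longer depletion experiments, the study reported by RT-qPCR that each of its Wapal shRNAs lowered Wapal by more than 80%. Starting from 1455 genes whose promoters carried both Polycomb marks, it gave a ratio of 3:1 for genes that went up against genes that went down on Wapal depletion. Its figure legend states that genes with little change, or with unlike changes by both shRNAs, were left out. It reported a similar pattern after Smc3 depletion. Its gene set enrichment analysis called 181 gene sets up and 218 down in Wapal-depleted cells.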

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

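Of the tests in this part, those of shRNA differences alone, of a batch of arrays and of a mislabelled sample were chosen only after the result was seen, as was the limit to whole shRNA groups in the test of other splits of the depleted arrays, which itself was chosen before.

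A difference between shRNAs against the same gene flagged 4 results. Wapl was higher with Wapal shRNA1 than with Wapal shRNA2 by 2.10 in log2 (adjusted p = 0.00153). Ppp1r3c was higher with Smc3 shRNA1 than with Smc3 shRNA2 by 1.67 (adjusted p = 0.00996), Fos by 0.98 (adjusted p = 0.0443) and Nanog by 0.48 (adjusted p = 0.0226). Between the Empty Vector arrays, replicate 2 minus replicate 1, the same genes differed by 0.08, 1.01, 0.90 and 0.11.

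The pattern weighed here is the difference that separates Empty Vector replicate 1, Wapal shRNA1 and Smc3 shRNA2 from the other arrays. Ppp1r3c and Fos follow it and Nanog only weakly. The Wapl difference between shRNAs on its brightest probe set lies outside the pattern, but Wapl probe set 1442426_at follows it, with a gap of 0.44. As the cause of this pattern, differences between shRNAs alone are argued against. The Empty Vector arrays hold no targeting shRNA, and their difference followed those between shRNAs across probe sets with r of at least 0.307. A batch of arrays fits: the 42 hybridisation and poly-A control probe sets, which hold no cell RNA, differed between the sides by a median of 0.249 in log2, more than the SD within a side (0.131), with 0.111 against 0.0891 for the 18 hybridisation controls and 0.305 against 0.165 for the 24 poly-A controls. A mislabelled Wapal sample is argued against, since with the labels of 1 array of each Wapal shRNA exchanged Wapl would differ between replicates by at least 1.98 in log2, against at most 0.117 with the deposited labels, and the r of 0.307 between the Empty Vector and Smc3 differences uses no Wapal array. The shRNA differences in Ppp1r3c and Fos may come in part from such a batch, and a difference in culture between the sides stays open, untested, since the design names no biological factor along the split other than the shRNA.

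For Wapal against Smc3, the count was set beside other splits of the 8 depleted arrays into 4 and 4. All 32 splits that break up an shRNA group gave 0 called probe sets, so they measure the likeness of replicates, and only 3 splits, the real one included, keep the groups whole, too few for a share under 0.05. The real split gave 2421 in a model with a mean per side, as many as 1 of the 3, and the highest other gave 1449, with Wapal shRNA1 and Smc3 shRNA2 against the rest, which is the split of arrays above.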

How the results depend on the processing

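The split of arrays as a term and the exchanged Wapal labels were chosen after seeing the data, as were the single arrays left out for the correlation of both depletions; the other alternatives were planned. Both knockdowns kept their direction under all but 2 settings, and no named gene or list with a call reversed. Where no cause is given, the cause was not tested. Signal over background limits the dim probe sets, about 60% of all, where small changes are compressed.

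With all 10 arrays in 1 model, the counts were 4264 for Wapal, 3614 and 3435 for its shRNAs 1 and 2 and 1515 between them; more arrays give more degrees of freedom. With an intensity trend and robust prior they were 4567, 4161, 3745 and 2290. With dim probe sets left out, which leaves fewer tests, they were 3451 and 2830 for the Wapal shRNAs and 1183 between them. With log2(value + 16) they were 3247, 2649 and 778, and the selection by both shRNAs held 332. The replicate block gave 328 between the Wapal shRNAs, and leaving out probe sets ending in _s_at, _x_at or _a_at gave 313. Replicate numbers did not pair the samples: over 10 pairs of groups r was -0.156 to 0.0569.

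By the methods' t-test without adjustment the counts were 7056 for Wapal, 5764, 6035 and 6096 for its shRNAs and between them, 5485 for Smc3 and 6355, 6173 and 8283 likewise. After Benjamini-Hochberg they were 3, 0, 2 and 0 for Wapal, 0, 0, 0 and 0 for Smc3 and 1116 for Wapal against Smc3. On the simulated arrays the adjusted t-test recovered 45 of 66 probe sets changed 4-fold for Wapal and 40 of 66 for Smc3. At 2-fold it recovered 6 and 7 of 67, and at 1.5-fold 4 and 0 of 67. Whether the few arrays alone explain the low counts was not tested. With an added fold over 1.5 the counts in the main fits were 1084 for Wapal, 1694 for Smc3, 2527 and 2121 for its shRNAs, 2667 between them and 1371 for Wapal against Smc3. With exchanged Wapal labels they were 51, 3, 3 and 0 for Wapal, its shRNAs and between them. The Wapal knockdown (-2.46) did not pass by the methods' t-test (0.0537 unadjusted, 0.326 adjusted) or with exchanged labels (0.159 adjusted), and the Smc3 knockdown (-3.003) had 0.0625 adjusted by that test. The t-tests of a depletion against Empty Vector pooled both shRNAs, so a difference between them counted as spread. For Wapl this difference was 2.10, and with a mean per shRNA the limma fit gave adjusted p = 0.000123. The study names t-tests as its general default and states no such pooling. Probe set 1440951_x_at of Wapl gave -0.0865, and 1442426_at (0.0230) and 1457320_at (0.0115) reversed without a call. Both 1440951_x_at and 1457320_at were dim on every array, Empty Vector included, and could not show a knockdown.

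With Empty Vector replicate 1 for Wapal and 2 for Smc3, r was 0.296, and 0.212 the other way round. The share moving the same way with Wapal shRNA2 was 98% and 78.5% with separate Empty Vector arrays and 98.5% with dim probe sets left out, and with Smc3 it was 90% and 80% with separate Empty Vector arrays. With an estimated correlation 0 lists passed for Wapal, 0 for Smc3 and 0 for Wapal against Smc3. With dim genes left out 7 passed for Wapal, and with quantile normalization 1 for Wapal against Smc3. For Wapal, Hox genes had adjusted p = 0.405 with an estimated correlation, 0.0522 with dim genes left out and 0.202 with quantile normalization, and the other developmental regulators 0.405, 0.0903 and 0.280. For Smc3, where none passed, the sign changed for Hox genes with quantile normalization (0.983), for the other regulators with fgsea (0.987), dim genes left out (0.955) and quantile normalization (0.934), and for signalling genes with quantile normalization (0.963).

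Leaving out 1 array at a time, a lone sample is assumed to vary like the other groups. Counts ranged from 496 to 2281 for Wapal, 49 to 1588 and 17 to 3452 for its shRNAs 1 and 2 and 0 to 1738 between them. They ranged from 1534 to 4199 for Smc3, 1069 to 5792 and 658 to 3429 for its shRNAs, 838 to 6128 between them, 4968 to 8796 for Wapal against Smc3 and 603 to 1168 for the selection by both shRNAs. The Wapal knockdown ranged from -2.50 to -2.42 and that of Smc3 from -3.06 to -2.94, r from 0.517 to 0.687, and the shares from 95% to 98% and 91.5% to 96%. Lists passing ranged from 11 to 12, 7 to 10 and 1 to 3. Adjusted p ranged from 0.00382 to 0.0418 for Hox genes, 0.00133 to 0.0164 for the other regulators and 0.109 to 0.528 for signalling genes with Wapal, and from 0.720 to 0.940, 0.658 to 1.00 and 0.545 to 0.968 with Smc3.

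Over all settings, the 99 named results for Wapal kept their call in 1343 of 1820, lost it in 451 and gained it in 16. For Smc3, 106 results kept it in 1542 of 1850, lost it in 294 and gained it in 10, and for Wapal against Smc3, 107 kept it in 1981 of 2296, lost it in 277 and gained it in 22. The 24 lists kept theirs in 318 of 359, 326 of 359 and 428 of 455.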

Other observations

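The tests in this part were chosen before the result was seen, except those of the poly-A control probe sets and of the overlap at equal numbers, which were chosen only after the result was seen.

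The immunoproteasome subunit Psmb8 rose by 1.44 ± 0.18 in log2 with Smc3 depletion (SE, n = 4 against 2, adjusted p = 0.00327), though it was 2.65 with shRNA1 and 0.24 with shRNA2 and lost its call with the side of the array in the model. Ppp1r9a, an imprinted actin-binding protein, rose by 0.92 ± 0.16 (adjusted p = 0.0116) and Peg12, a paternally expressed gene, fell by 0.79 ± 0.11 (adjusted p = 0.00439). Peg12 also fell with Wapal depletion, by 0.77 ± 0.11 (adjusted p = 0.0121). Without some arrays the calls of Ppp1r9a and of Peg12 with Wapal were lost (adjusted p up to 0.0568 and 0.0632).

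Between the depletions, the Wnt antagonist Sfrp1 was higher with Wapal than with Smc3 depletion (1.03 ± 0.08, adjusted p = 4.71e-05), as were the angiogenic factor Vegfa (0.83 ± 0.14, adjusted p = 0.00296) and the ligand Bmp4 (0.88 ± 0.09, adjusted p = 0.000192). The receptor Pdgfrb (-1.26 ± 0.10, adjusted p = 4.71e-05), fibronectin (Fn1, -0.80 ± 0.13, adjusted p = 0.00215) and Lama1 (-0.87 ± 0.12, adjusted p = 0.00107) were lower. The Polycomb partner Jarid2 was lower too (-0.57 ± 0.06, adjusted p = 0.000259).

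For hypoxia genes, which were up with both depletions, the array split as the whole cause would leave medians like those of random lists within a side. The smallest of the 4 medians within a side was 0.332. The highest upper end of the 95% interval of random lists of like expression was 0.0939. These values argue against the split as the whole cause, but each rests on 1 Empty Vector array. The Empty Vector arrays differed by 0.394 for this list, and a batch along another division of the arrays is not covered by this test. Under median centring or quantile normalization of the deposited values the smallest median was 0.283, with an SD of 0.0470 over normalizations. These values had already been normalized by RMA, so this cannot test the authors' normalization, which stays open. Variation in culture from array to array, such as cell density, stays open too and may move these genes together. Their estimated correlation was 0.484 and 0.462, and with it the list did not pass (adjusted p = 0.466 and 0.554). That the depletions raise hypoxia genes is thus a hypothesis, which the few arrays do not decide.

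For the Smc3 arrays as a set, a batch processed apart cannot be told apart from Smc3 depletion. The 18 hybridisation control probe sets, which hold no cell RNA, differed by a median of 0.0623 between the 4 Smc3 arrays and the 6 others and by 0.0699 between Wapal and Empty Vector arrays, both within the SD of 0.118 inside a set of arrays. All 24 poly-A control probe sets (dap, lys, phe and thr) were lower on the Smc3 arrays than on the Empty Vector arrays, with a median of -0.16, and 11 of 24 were lower on the Wapal arrays; 0 passed in either comparison. What keeps it open is that all 4 Smc3 arrays would share such a batch and the labels name no processing date.

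On excess sharing between the depletions, the covariance of the log2 fold changes was above that of the simulated unchanged groups by 0.0268, and with separate Empty Vector arrays r was 0.296 and 0.212 and the covariance 0.0230 and 0.0174. Unchanged groups with shared controls also shared 430 and 569 probe sets when as many were picked as were called, against 428 and 522 seen. The simulation pooled the spread over groups, while the Empty Vector arrays differed more (SD 0.250 against 0.190 to 0.203), so part of the excess in covariance, and of the overlap of calls, may come from the shared controls.

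With Wapal shRNA1 the loss of Wapl on these arrays was 62.5%, smaller than the loss by RT-qPCR in the study's longer experiments. The assay and the time after infection differ between these values.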
